A study of Rattus norvegicus with 63 samples. Its data were reported in "Cross-Platform Toxicogenomics for the Prediction of Non-Genotoxic Hepatocarcinogenesis in Rat" (2014).

How the data were processed

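Liver protein lysates of 63 male Wistar rats were measured on reverse-phase protein arrays of the ZeptoMARK platform. On such an array each lysate is printed as small spots, and each array is probed with an antibody against a single protein or protein modification and read by fluorescence. 45 rats had been treated by gavage with 1 of 15 compounds and 18 had received the vehicle only. Groups, vehicles, control set numbers, doses and dosing times were taken from the sample labels, and each group held 3 animals. According to the study's methods, treated animals with at least some histopathological change in the liver had been chosen from larger dose groups, so the group means describe selected animals.

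The authors deposited for each animal a relative fluorescence intensity (RFI) of 158 analytes on a linear scale. Each analyte is named in the deposited values by a gene symbol, with the modified residue added for 54 of them, and these names were kept. Where several antibodies carried the same symbol they are numbered (CYP3A4_2), and which antibody a number denotes was not determined here. According to the study's methods, spot intensity was corrected for local background, normalized over the array and averaged over replicate spots. Whether the deposited RFI was also corrected for the signal of the secondary antibody alone is not stated with the values; RFI at or below 0 occurred, so a subtraction had been made. Groups, tests, the rule for named analytes and the alternatives were fixed before the data were examined. The planned test spoke of a blank-corrected normalized signal and was applied to the RFI as deposited.

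The authors also deposited a series matrix of log2 values of the same 63 animals. Per the study's methods these are log2 ratios to the median of the corresponding control animals, with missing values filled in by nearest-neighbour imputation. Median log2 values of the 63 matrix columns ran from -0.53 to 0.35. Set against log2 ratios computed here from the RFI of the same animals, the columns were shifted by -0.51 to 0.60, and their correlation over analytes had a median of 0.593. The direction was therefore settled as treated over control, while the offset of each column was not explained by the labels. For some columns the reference animals carried another set label in the per-animal signals. The matrix served as an alternative. 0 matrix columns lacked a sample. No reads, counts or sequencing depth apply to these arrays, and the number of animals limits the precision.

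RFI values at or below 0 were set to missing and the remaining values were log2 transformed. No scaling between animals was added. A model with 21 group means over all 63 animals was fitted per analyte with limma 3.58.1 (lmFit and eBayes, R 4.3.3), so that all groups shared an estimate of the spread. Each compound was compared with the mean of the control set that its label gives. Control sets with the same vehicle were compared in pairs in the same fit. P-values were two-sided and adjusted by the Benjamini-Hochberg method over the 158 analytes of a comparison, and an analyte was called at an adjusted p below 0.05. Standard errors (SE) are those of the fit.

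Class comparisons took the compound as the unit. The log2 ratio of each animal to the median RFI of its control set was averaged over the 3 animals of a compound, and compound means were compared with limma between 8 non-genotoxic carcinogens (NGC), 2 genotoxic carcinogens (GC) and 2 non-carcinogens (NC), and between all 10 carcinogens (C) and NC. CPA, TAA and Wy, which the labels call undefined, entered none of these.

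A linear support vector machine (cost 1, balanced class weights, scikit-learn 1.9.0) with recursive elimination to 25 analytes was trained within each training fold of a 2-fold cross-validation split by compound and repeated 10 times. Missing log2 values were filled from the 5 nearest neighbours here. The area under the receiver operating characteristic curve (AUC) was computed over animals from the merged scores, with its standard deviation (SD) over repetitions. Class labels were reassigned among compounds in all 66 or 45 distinct ways for an exact permutation p. The same machine trained on all NGC and GC animals scored the undefined compounds, with scores above 0 on the NGC side.

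Pearson correlations of compound mean log2 ratios across analytes were averaged over pairs of compounds of the same class and of different classes, and the difference was tested by an exact permutation over 2970 class assignments. Because compounds share control animals, unchanged groups were simulated against the shared control sets from the residuals of whole animals, 500 times for the correlations and 60 times for the AUC. The second number was reduced from 100 to limit run time after the larger run had been seen.

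The analytes named follow a fixed rule. It takes GLUL, JUN, CDKN1B and CYP2C8, which the study names for its protein signature; for each compound the called analytes with the largest rise and the largest fall whose 3 treated animals all lay outside the range of the 3 controls; and for each class contrast the 3 analytes with the smallest p. Other analytes named were chosen after their values were seen, which is stated where they appear. A result that the rule selects for DMN is not reported here.

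The alternatives were centring each animal's log2 values on its median, the series matrix, 5-nearest-neighbour imputation, leaving out the dimmest 25% of analytes (40, which left 118), a fit on the 6 animals of a comparison, all controls of the vehicle as the reference, limma with a mean-variance trend and robust shrinkage, and leaving out each animal or compound in turn. For classes they also included animals as units, with and without the compound as a random block, and no division by controls. For the classifier they were a signature of 10 analytes, all analytes, and a random forest of 500 trees. A fit with the replicate number as a block was run where a compound shared numbers with its control set, which held for CPA and PB. For the class contrasts the block was fitted on animals together with the compound as a random block.

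Whether replicate numbers pair animals was checked by correlating their deviations from the group means over analytes. For CPA and corn oil control set 4, animals with the same number correlated at 0.307, 0.219 and 0.159, all above 0.1, so their numbers were taken to pair them. The pairing comes from the replicate numbers in the labels, which do not say what a number stands for. CPA values with the block are therefore given beside its result.

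The code was tested on simulated data. For Wy against control set 1, with 30 of 158 analytes changed by 1 log2 unit, 84% of the changed analytes were recovered with 1.5 false calls per round over 20 rounds. For NGC against NC the same change was recovered for 97.2% with 1.8 false calls per round. The simulated compounds varied by animal noise alone and were not divided by control animals. This recovery therefore tests the code and does not measure the power of the real contrast. For NGC against GC, the simulated AUC had a median of 1 with a class difference and 0.528 without over 10 rounds, and the profile correlation passed 0.05 in 10 and 1 of the 10 rounds. These profiles shared no control animals. Unchanged groups simulated with the shared control sets had a median AUC of 0.948 for this contrast, so 0.528 is not its chance level here. Python 3.11.15, numpy 2.4.6, scipy 1.17.1, pandas 2.3.3, matplotlib 3.10.9 and the R package statmod 1.5.0 were also used.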

Results

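The livers of 63 rats were profiled for 158 analytes, of which 104 were total proteins and 54 were modified forms, mostly phosphorylated. The study asked whether early molecular changes in the liver separate non-genotoxic carcinogens (NGC) from genotoxic carcinogens (GC) and from non-carcinogens (NC), here considered for proteins alone. The 8 NGCs were acetamide (AA), diethylstilbestrol (DES), dehydroepiandrosterone (DHEA), ethionine (ETH), methylcarbamate (Mcarb), methapyrilene (MPy), phenobarbital (PB) and piperonylbutoxide (PBO). Dimethylnitrosamine (DMN) and C.I. Direct Black (CIDB) were the GCs, and cefuroxime (CFX) and nifedipine (Nif) were the NCs. Cyproterone acetate (CPA), thioacetamide (TAA) and Wy-14643 (Wy) had an undefined class. Daily doses ran from 3 mg/kg for Nif to 3000 mg/kg for AA, and the labels gave none for PB. Each of the 15 compounds was given to 3 animals.

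Control animals received methylcellulose (4 sets, 12 animals) or corn oil (2 sets, 6 animals). Set 1 was the labelled reference of AA, DHEA, Mcarb, MPy, TAA and Wy, and set 2 that of CFX and Nif. Set 3 served CIDB and DMN, set 4 CPA, set 5 DES, ETH and PBO, and set 6 PB. All methylcellulose control animals were labelled 14 days, whereas MPy and TAA were dosed for 7 days and Wy, DES and PBO for 3 days. By the labels, the controls of these 5 compounds were therefore not matched for time. The study's methods describe control groups matched for time, which the labels do not show, and this was not settled here. Ratios in the deposited series matrix pointed to another methylcellulose set than the labelled one for CFX, Nif, DES, ETH, PBO and PB. Sets are named here by the labels of the per-animal signals, from which the matrix columns differ for sets 2, 5 and 6. For these 6 compounds the reference is given as labelled, and counts of calls and the analytes with the largest called rise and fall are also given against all 12 methylcellulose controls and from the series matrix, except GLUL in DES, for which no fold change is given.

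The median relative fluorescence intensity (RFI) per animal lay between 0.425 and 0.882. Analyte medians over the 63 animals spanned 0.0851 to 70.3. Of 9954 values, 25 (0.251%) were at or below 0. They belonged to 5 analytes and 22 animals, and glutamine synthetase (GLUL) was at or below 0 in 10 animals. Such values have no logarithm and were left out of the log2 comparisons.

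Differences between control sets gave the background of the comparisons. Among the 6 pairs of methylcellulose sets and the pair of corn oil sets, a single analyte was called by limma. RPS6_P-S235/S236, a phosphorylated ribosomal protein, differed by 2.68 on the log2 scale between sets 5 and 6 (adjusted p 0.0070), and it was named here after its value was seen. It was no longer called without animal 7 or 9 of set 5 or without animal 2 or 3 of set 6. The other 6 pairs had 0 calls by limma. Centring each animal on its median moved the total most among the alternatives that kept all animals, from 1 to 3 calls. Between sets 2 and 6 there was 1 call without animal 10 of set 2 or without animal 1 or 2 of set 6, and 2 without animal 12 of set 2. Between sets 3 and 4 there was 1 call without animal 2 of set 4. At an unadjusted p below 0.05, 18 analytes differed between sets 3 and 4, 11 between sets 5 and 6, 10 between sets 2 and 6 and 6 between sets 1 and 6, and 0 for each pair among sets 1, 2 and 5.

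Each compound was then compared with its control set. Over all 15 compounds 75 calls were made, 34 higher and 41 lower than in controls, and 10 compounds had at least a single call. In all 75 calls, the 3 treated animals lay outside the range of the 3 control animals. The share of all analytes outside the control range was between 3.80% (Mcarb) and 27.8% (Wy), against 10% by chance. Apart from leaving out animals, the alternative that moved a count furthest was the reference: against all controls of the vehicle, DHEA had 26 calls in place of 10. The median log2 fold change over all analytes departed from 0 by more than 0.1 in PB (-0.29), DHEA (-0.18), TAA (-0.16), MPy (-0.15), Wy (-0.10), DES (0.13), Nif (0.14), PBO (0.15) and CPA (0.23). Fold changes after centring each animal on its own median are therefore added where called analytes of these compounds are named.

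**Figure D1:**
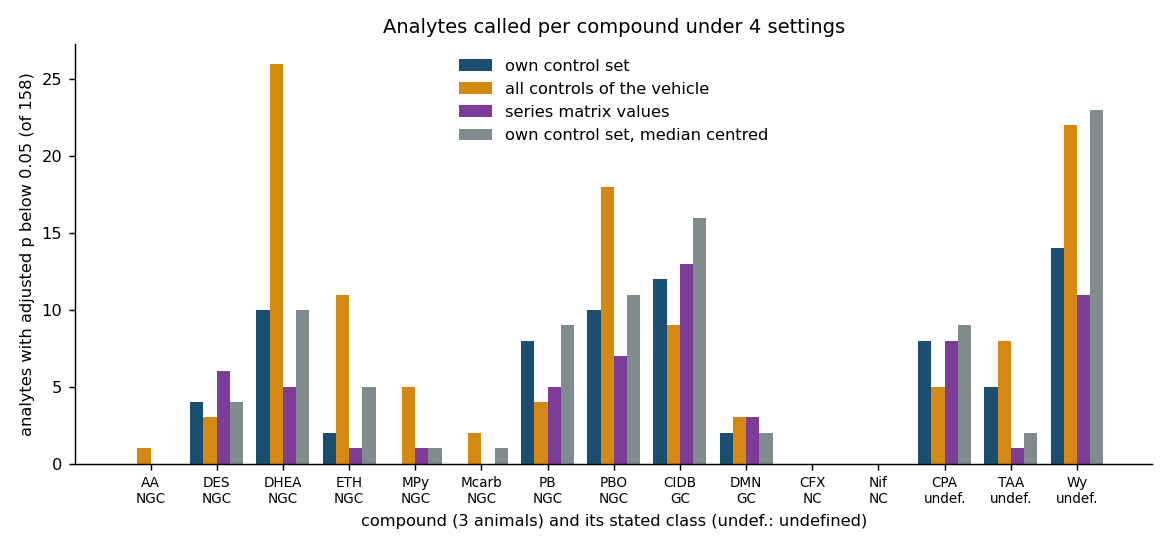
Number of analytes, of 158, with an adjusted p below 0.05 (y axis) for each compound of 3 animals, ordered by stated class (x axis). The 4 bars of a compound stand for its own control set, all controls of the same vehicle, the series matrix values and its own control set after median centring; DHEA ran from 5 calls (matrix) to 26 (all vehicle controls), and CFX and Nif had 0 under each setting.

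In PB, 3 analytes were called higher and 5 lower. After centring, 9 were called higher and 0 lower, of which 3 were shared with the uncentred calls. All methylcellulose controls as the reference gave 4 higher and 0 lower, and the series matrix gave 4 higher and 1 lower. The count rested on single animals: it was 29 without control animal 3 of set 6, 15 without animal 2 and 3 without animal 1, and 4, 3 and 2 without PB animals 1, 2 and 3. Among called analytes the largest rise was that of CYP2B6_1, a cytochrome P450 enzyme. Its RFI was 3.39 ± 0.36 (SD, n = 3) against 0.454 ± 0.0997 (SD, n = 3). The log2 fold change was 2.92 (SE 0.33, adjusted p 3.9e-09) and 3.33 after centring, 2.99 against all methylcellulose controls and 3.43 in the series matrix, and it was called under all 14 alternatives. The largest fall among them was in CDKN1B_P-S10, the cyclin-dependent kinase inhibitor CDKN1B phosphorylated at serine 10 by its deposited name. Its log2 fold change was -0.89 (SE 0.27, adjusted p 0.0473), but -0.48 after centring, -0.63 against all methylcellulose controls and -0.60 under this name in the series matrix, none of which was called. It passed the threshold under 5 of 14 alternatives, whose adjusted p ran from 0.0233 to 0.971. It was lost without PB animal 1, 2 or 3 or control animal 1 of set 6.

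PBO gave 8 higher and 2 lower analytes, the series matrix 5 and 2, and all methylcellulose controls 14 and 4. The count was 5 without control animal 7 of set 5, 6 without PBO animal 2 and 6 without the dim analytes. The RFI of CYP3A4_2 was 38.1 ± 2.3 (SD, n = 3) against 1.03 ± 0.16 (SD, n = 3). This was a log2 fold change of 5.23 (SE 0.32, adjusted p 1.2e-18) and 5.08 after centring, called under all 13 alternatives. It was 4.80 against all methylcellulose controls and 4.99 in the series matrix. The other analyte of that symbol, CYP3A4_1, was not called in PBO. RPS6_P-S235/S236 showed the largest fall among called analytes, with a log2 fold change of -1.87 (SE 0.59, adjusted p 0.0466) and -2.01 after centring. It passed under 5 of 13 alternatives (adjusted p 0.0126 to 0.349) and was lost without PBO animal 2 or 3 or control animal 7 or 9. This analyte also differed between the control animals of sets 5 and 6, and against all methylcellulose controls the log2 fold change was -0.89 and in the series matrix -1.45, neither of which was called.

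In DHEA, 2 analytes were higher and 8 lower, against 4 and 6 after centring, 3 and 2 in the series matrix and 3 and 23 with all methylcellulose controls. The count was 3 without control animal 5 of set 1, 6 without animal 4 or 6, and 4 without DHEA animal 1. MAP2K1 rose most, with an RFI of 210 ± 127 (SD, n = 3) against 54.3 ± 39.5 (SD, n = 3). The log2 fold change of MAP2K1 was 2.02 (SE 0.37, adjusted p 2.9e-04), 2.23 after centring and 1.78 in the series matrix. From animal to animal, however, this signal correlated at only 0.188 with the matrix values of its name and at most at 0.501 with those of another (Spearman, deviations from group means over 45 treated animals), although it was bright, with a median RFI of 48.0. RPS6_P-S235/S236 fell most, by a log2 fold change of -2.87 (SE 0.59, adjusted p 0.0012) and -2.66 after centring. Both were called under all 13 alternatives.

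DES gave 1 higher and 3 lower analytes, with the same split after centring, 4 higher and 2 lower in the series matrix and 1 and 2 against all methylcellulose controls. Without DES animal 3 the count was 2. STAT3 rose by 0.89 on the log2 scale (SE 0.22, adjusted p 0.0090), by 0.78 after centring, by 0.74 against all methylcellulose controls and by 0.89 in the series matrix. It passed under 10 of 13 alternatives (adjusted p 9.0e-04 to 0.128) and was lost without DES animal 3 or control animal 9 of set 5. GLUL was called lower, with RFI of 0.341, 0.111 and 0.139 against 1.23 ± 0.35 (SD, n = 3). No fold change is given, since GLUL read down to -2.28 in other animals and the DES group was therefore not clearly above background. The call passed under 8 of 13 alternatives (adjusted p 0.0017 to 0.525) and was lost in the series matrix and without DES animal 2 or 3 or control animal 7 or 8. The remaining called analytes, named after their values were seen, were RPS6_P-S235/S236 and CDKN1B_P-S10. The log2 fold change of RPS6_P-S235/S236, which also differed between control sets 5 and 6, was -2.65, or -2.77 after centring. It was -2.06 in the series matrix and -1.68 against all methylcellulose controls, where it was not called. That of CDKN1B_P-S10 was -1.58, or -1.69 after centring and -1.61 against all methylcellulose controls, but -0.43 under this name in the series matrix, where it was not called. The matrix values named CDKN1B, which this signal followed, were -1.57 and were called.

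ETH gave 2 called analytes, 1 in each direction, against 5 after centring, 11 with all methylcellulose controls (6 higher, 5 lower) and 1 in the series matrix, which shared 0 with the 2. CYP3A4_2 rose by 1.34 (SE 0.32, adjusted p 0.0189), and MAPK3_P-T202/Y204, a phosphorylated MAP kinase, had a log2 fold change of -0.94 (SE 0.24, adjusted p 0.0236). Against all methylcellulose controls they were 0.92 and -0.89, and in the series matrix 1.05 and -0.69, where neither was called. Adjusted p over the 13 alternatives ran from 0.0083 to 0.258 for CYP3A4_2 and from 9.1e-04 to 0.374 for MAPK3_P-T202/Y204. The count was 0 without ETH animal 2, ETH animal 3 or control animal 8 of set 5, and 1 without control animal 9. AA, MPy and Mcarb had 0 calls by limma, and 0 with a mean-variance trend and robust shrinkage. At an unadjusted p below 0.05 they had 5, 13 and 4 analytes. Against all methylcellulose controls 1, 5 and 2 were called. MPy and Mcarb had 1 call each after centring, and 3 and 1 in a fit of their 6 animals alone. Mcarb also had 1 call without Mcarb animal 1.

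For the GC compound CIDB, 7 analytes were higher and 5 lower than in corn oil control set 3. The log2 fold change of histone HIST1H3A was 2.67 (SE 0.67, adjusted p 0.0042), with RFI of 5.85 ± 2.72 (SD, n = 3) against 1.29 ± 0.97 (SD, n = 3). It passed under 10 of 13 alternatives (adjusted p 0.0012 to 0.294), not against all 6 corn oil controls, where it rose by 1.79, and not without control animal 5, whose RFI was 0.175. GLUL was called lower, with RFI of 0.0974 ± 0.0916 (SD, n = 3) against 0.952 ± 0.505 (SD, n = 3). Its lowest CIDB animal was at 0.0122, close to 0, so no fold change is given. In the series matrix GLUL was not called, and adjusted p over its alternatives ran from 1.2e-05 to 0.236. For DMN 2 analytes were called, both higher. BAX rose by 0.82 (SE 0.17, adjusted p 8.0e-04) and was named after its value was seen. A fit on the 6 animals of the DMN comparison alone gave 0 calls by limma, while 9 analytes had an unadjusted p below 0.05 in the fit of all animals.

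The NC compounds CFX and Nif had 0 calls by limma against control set 2, against all methylcellulose controls, after centring and in the series matrix. At an unadjusted p below 0.05, CFX had 3 analytes and Nif had 4. The smallest adjusted p was 0.998 for CFX and 0.941 for Nif.

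Among the undefined compounds, Wy gave 2 higher and 12 lower analytes. After centring they numbered 7 and 16, with 14 shared, and against all methylcellulose controls 2 and 20. The Wy count was 24 in a fit of its 6 animals alone, 8 without Wy animal 1 and 9 without control animal 5 of set 1. MAP2K1 rose by 2.21 (SE 0.37, adjusted p 2.5e-05), or 2.30 after centring and 2.09 in the series matrix, from an RFI of 54.3 ± 39.5 (SD, n = 3) to 223 ± 82 (SD, n = 3), and was called under all 13 alternatives. GLUL was called lower, but its RFI was -2.28 in 1 Wy animal and 0.0430 and 0.127 in the others, against 1.03 ± 0.41 (SD, n = 3) in controls. The call rested on 2 treated animals and the group was not above background, so no fold change is given. It was lost in the series matrix and without Wy animal 1.

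CPA gave 8 higher and 0 lower analytes against corn oil control set 4. After centring 6 were higher and 3 lower, and in the series matrix 5 and 3. With the replicate number as a block 4 analytes were called, and against all 6 corn oil controls 5. The CPA count was 19 without control animal 1 of set 4, 4 without control animal 3, and 5 without CPA animal 1 or 3. CYP3A4_2 rose from an RFI of 1.05 ± 0.16 (SD, n = 3) to 42.6 ± 0.84 (SD, n = 3). Its log2 fold change was 5.36 (SE 0.32, adjusted p 4.3e-19), 5.14 after centring, and it was called under all 14 alternatives, the block included.

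TAA gave 0 higher and 5 lower analytes, but 2 higher and 0 lower after centring, with 0 shared. Imputation gave 0 calls by limma, the series matrix 1, and all methylcellulose controls 1 higher and 7 lower. At an unadjusted p below 0.05 there were 10 analytes. The TAA count was 0 without any of the control animals 4, 5 and 6 of set 1, 1 without TAA animal 2 and 2 without TAA animal 3. GLUL was among the called analytes, but its RFI was at or below 0 in 2 of the 3 TAA animals (-0.747 and -1.86) and 0.0615 in the remaining animal, against 1.03 ± 0.41 (SD, n = 3) in controls. The call therefore rested on 1 treated animal and the group was not above background, so no fold change is given. It was lost with imputation, after centring, in the series matrix and without TAA animal 2 or control animal 4, 5 or 6. The other 4 called analytes, named after their values were seen, were CYP2B6_3 (log2 fold change -1.68), CYP3A4_2 (-1.22), MET (-1.20) and CDKN1B_P-S10 (-0.97). After centring these were -1.43, -0.97, -0.94 and -0.71, and none was called. CDKN1B_P-S10 was 0.78 under this name in the series matrix. The matrix values named CDKN1B, which this signal followed, were -0.82 and were not called.

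**Figure D2:**
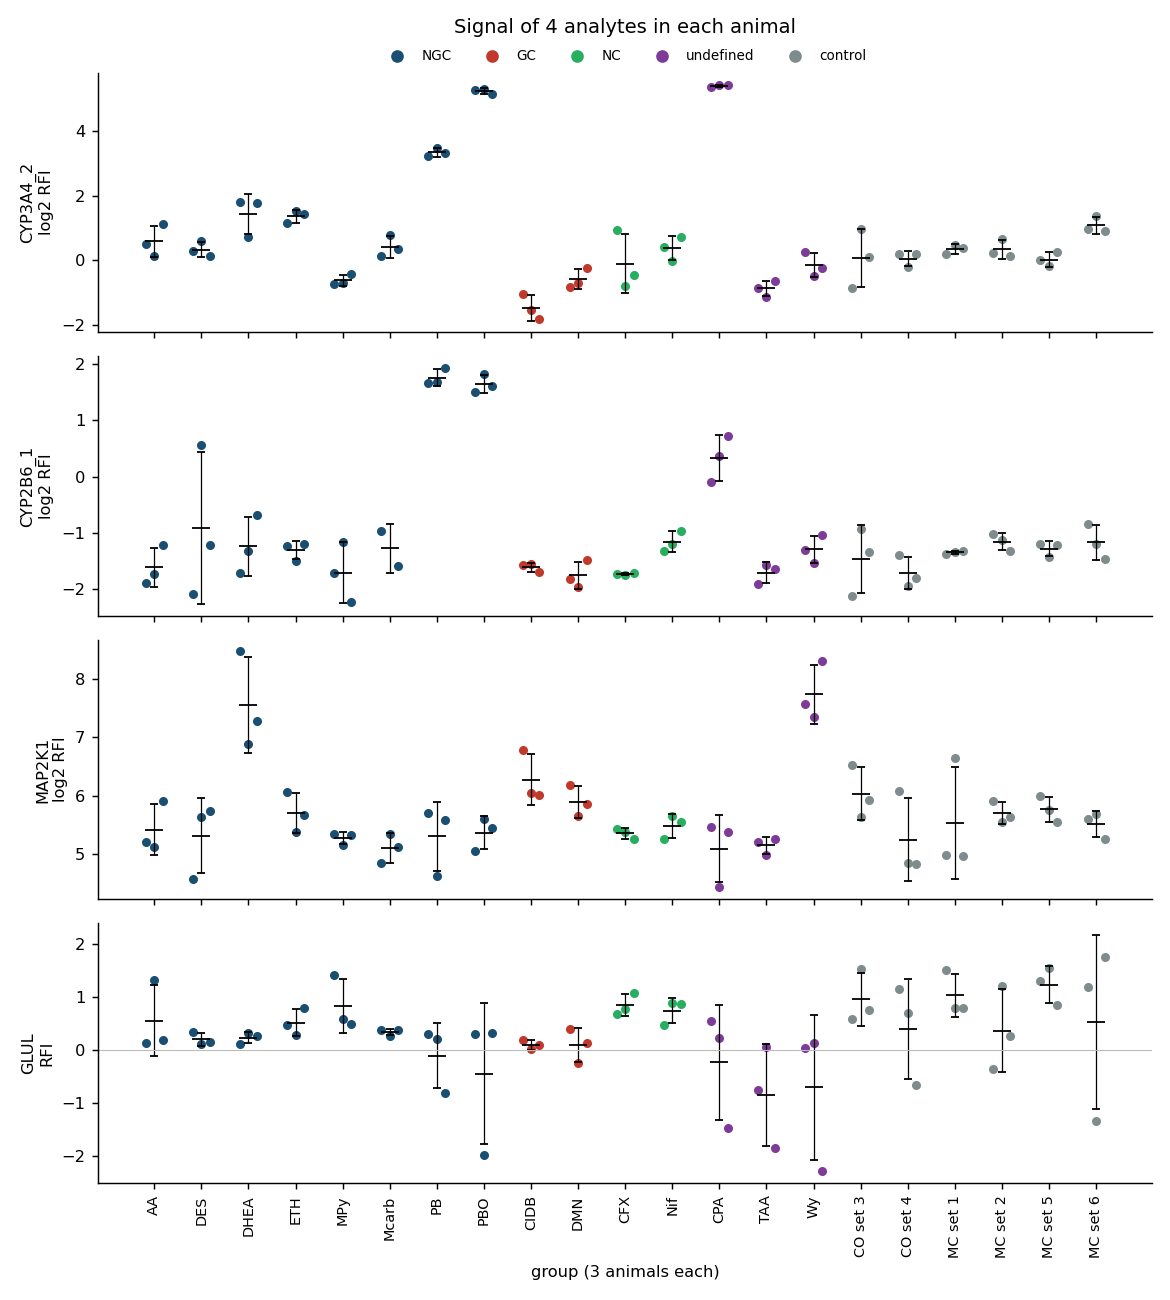
Signal of CYP3A4_2, CYP2B6_1 and MAP2K1 (log2 RFI) and of GLUL (RFI, linear) in each animal (points), with the mean and SD of the 3 animals of each group (bars); colours give the stated class, and animals at or below 0 are missing from the log2 panels. CYP3A4_2 in PBO and CPA lay near 38.1 and 42.6 RFI on average, above all other groups, and GLUL dropped to or below 0 in 10 animals of treated and control groups.

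Across compounds, 3 analytes singled out after their values were seen were called most often. Compounds with the same control set share its chance values, so these counts of compounds are not counts of independent results, and they were not set against unchanged groups. CYP3A4_2 was called in 7 compounds, higher in 5 and lower in 2, and after centring in 5 and 1. The other analyte of that symbol, CYP3A4_1, was not called in any compound, although its median RFI was 6.11. Likewise CYP2B6_1 was called higher in 3 compounds, whereas CYP2B6_2 was not called in any and CYP2B6_3 was called only lower, in 2. The rises therefore hold for the numbered analyte alone. MAPK3_P-T202/Y204 was called lower in 6 compounds, in 5 after centring and in 2 with the series matrix. CDKN1B_P-S10 was called lower in 6 compounds, in 6 after centring and in 12 against all vehicle controls, but in 0 with the series matrix values of that name. The per-animal signal named CDKN1B_P-S10 correlated at 0.345 with the matrix values of that name and at 0.964 with the matrix values named CDKN1B (Spearman, deviations from group means over 45 treated animals). Its identity is therefore given only as deposited, and the 0 calls under its own name in the matrix do not speak against its fall. The matrix values named CDKN1B were called lower in CIDB (-1.58), DES (-1.57) and Wy (-1.20), where the per-animal signal was -1.39, -1.58 and -1.13. They were also called lower in CPA (-1.06), where the per-animal signal was not called. DHEA, PB and TAA were called in the per-animal signal only.

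The proteins that the study names for its signature of carcinogens were followed in all compounds. GLUL was called lower in 4 compounds. Its mean RFI was below 0 in CPA, PB, PBO, TAA and Wy, and at least 1 animal was at or below 0 in these and in DMN, so its fold changes are not ranked. It was higher than in controls in CFX and Nif, where 1 of the 3 control animals was at or below 0, and lower in both against all methylcellulose controls. It was called in 3 compounds after centring, in 5 against all vehicle controls and in 0 with the series matrix. Adjusted over the list alone, GLUL passed in 7 compounds. JUN was called in CIDB only, with a log2 fold change of 1.54 (SE 0.23, adjusted p 1.5e-06) and in 1 compound also when adjusted over the list alone. The call held under all 12 alternatives, and the change was 2.66 in the series matrix. Over all compounds the change of JUN ran from -0.17 to 1.54. The total CDKN1B signal, with a median RFI of 0.112, changed by -0.12 to 0.47 and was called in 0 compounds by limma. Its smallest unadjusted p was 0.0184, in PBO, where it passed when adjusted over the list alone. After centring total CDKN1B was called in 1 compound, higher in PB (0.45). Against all vehicle controls it was called in 1, higher in PBO (0.48). With the series matrix values of that name, 4 compounds were called, lower in each. These were CIDB (-1.58), CPA (-1.06), DES (-1.57) and Wy (-1.20). The per-animal signal named CDKN1B correlated with the matrix values of that name at only 0.048. Those matrix values followed the signal named CDKN1B_P-S10 instead. The missing calls of the dim total CDKN1B signal therefore do not bear on them.

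CYP2C8 was called in CPA only, with a log2 fold change of 1.77 (SE 0.41, adjusted p 0.0027) and 1.55 after centring. After centring it was also called in Wy (-1.07). It passed under 10 of 14 alternatives (adjusted p 6.6e-04 to 0.340) and was lost with the replicate block, in a fit of 6 animals, against all corn oil controls, where it was 1.15, and without control animal 3 of set 4, whose RFI was 0.374. Changes of CYP2C8 ran from -1.20 in TAA to 1.77 in CPA, and were 0.43 in PB and 0.77 in PBO (0.83 and 0.63 after centring), not called in either. Against all vehicle controls CYP2C8 was called in 4 compounds, lower in each, and not in CPA. Adjusted over the list alone, it passed in 5. The list was chosen by the study on these same samples, so the adjustment over it is not independent evidence.

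Class comparisons took the 12 compounds with a stated class as units. Carcinogens differed from NC in 1 analyte, MAPK3_P-T202/Y204, with a difference of -1.08 in mean log2 ratio (SE 0.22, adjusted p 0.0499). Its mean was -0.63 ± 0.32 (SD, n = 10) in carcinogens and 0.45 ± 0.02 (SD, n = 2) in NC. NGC differed from NC in this analyte by -1.13 (SE 0.22, adjusted p 0.0454) and in STAT5A_P-Y694 by 1.49 (SE 0.32, adjusted p 0.0454). NGC differed from GC in STAT5A_P-Y694 by 1.68 (SE 0.32, adjusted p 0.0347). The mean STAT5A_P-Y694 ratio was 0.31 ± 0.45 (SD, n = 8) in NGC, -1.37 ± 0.20 (SD, n = 2) in GC and -1.18 ± 0.54 (SD, n = 2) in NC. At an unadjusted p below 0.05, 13, 16 and 13 analytes differed in these contrasts (C against NC, NGC against NC, NGC against GC). The SE and p take compounds as independent and do not cover chance values of control animals that compounds share. These counts were not set against simulated unchanged groups. Both GC compounds were given in corn oil and all 8 NGCs in methylcellulose, so vehicle and class are not separated for NGC against GC.

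The class counts moved most with the unit taken. With animals as independent units, 6, 11 and 10 analytes were called in the same order. Both NC compounds shared control set 2 and both GC compounds shared corn oil control set 3. The series matrix pointed to other control animals for both NC compounds and for DES, ETH, PBO and PB. That doubt about labels extends to the class contrasts, and to the AUCs, scores and profile correlations below. Against all controls of the vehicle, 0 analytes were called by limma for both contrasts with NC, where 9 (C) and 13 (NGC) had an unadjusted p below 0.05. There MAPK3_P-T202/Y204 differed by -0.89 (C) and -0.94 (NGC), and STAT5A_P-Y694 by 0.39 between NGC and NC and by 0.76 between NGC and GC, none of which was called. In the series matrix STAT5A_P-Y694 differed by -0.12 between NGC and NC and by 2.14 between NGC and GC, neither of which was called. Adjusted p over the 21 alternatives reached 0.723 for MAPK3_P-T202/Y204 in C against NC, 0.345 in NGC against NC, and for STAT5A_P-Y694 0.999 in NGC against NC and 0.850 in NGC against GC. MAPK3_P-T202/Y204 lost its C against NC call without any of 10 compounds taken out singly, DMN and Mcarb being the exceptions. STAT5A_P-Y694 lost its NGC against GC call without AA, CIDB, DES, DHEA, MPy or Mcarb. The NGC against GC count was 2 without ETH or PB, and 6 without DMN, which left CIDB as the only GC compound. Where DMN, CIDB, CFX or Nif was left out, a class held 1 compound, which is assumed to vary like those of the other classes. The NGC against NC count was 0 without AA, CFX, DES, DHEA, ETH, MPy or Nif, and 1 without CIDB, DMN or Mcarb.

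Other analytes with the smallest p did not pass the threshold. RPS6KA1_P-T573 differed by -0.57 (C against NC, adjusted p 0.0950) and -0.59 (NGC against NC, adjusted p 0.112), and CDKN1B_P-S10 by -0.86 (C against NC, adjusted p 0.0950), for which the series matrix values of the same name, which correlated poorly with this signal, gave 1.34. BAX and BCL2L1 were lower in NGC than in GC by -1.06 (adjusted p 0.0694) and -0.84 (adjusted p 0.0902). Both were called against all vehicle controls (adjusted p 0.0449), where the differences were -1.15 and -0.85, after centring, and in the series matrix. Over the 21 alternatives the adjusted p of BAX ran from 1.5e-05 to 0.986 and that of BCL2L1 from 9.7e-05 to 0.986.

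The classifier addressed whether protein profiles of compounds unseen in training separate the classes. The AUC was 0.993 ± 0.013 for C against NC, 0.960 ± 0.039 for NGC against GC and 0.996 ± 0.010 for NGC against NC (SD over 10 repetitions). The labelled classes gave the highest AUC of all assignments in each contrast, with an exact permutation p of 0.0152 over 66 assignments and of 0.0222 over 45, the smallest values these designs allow. Adjusted over the 3 contrasts each became 0.0222. Unchanged groups simulated against the shared control sets gave median AUCs of 0.951, 0.948 and 0.950, and reached the observed AUC in 15%, 43.3% and 15% of 60 simulations. Against all controls of the vehicle the AUC was 0.937, 0.924 and 0.922, with an exact permutation p of 0.0303, 0.0444 and 0.0444. Simulated unchanged groups then had medians of 0.491, 0.896 and 0.491, and reached the observed AUC in 0%, 45% and 0%. With that reference NGC and GC still differed in vehicle, since both GC compounds were given in corn oil. Among the alternatives the random forest moved the AUC most, to 0.839 for NGC against NC.

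**Figure D3:**
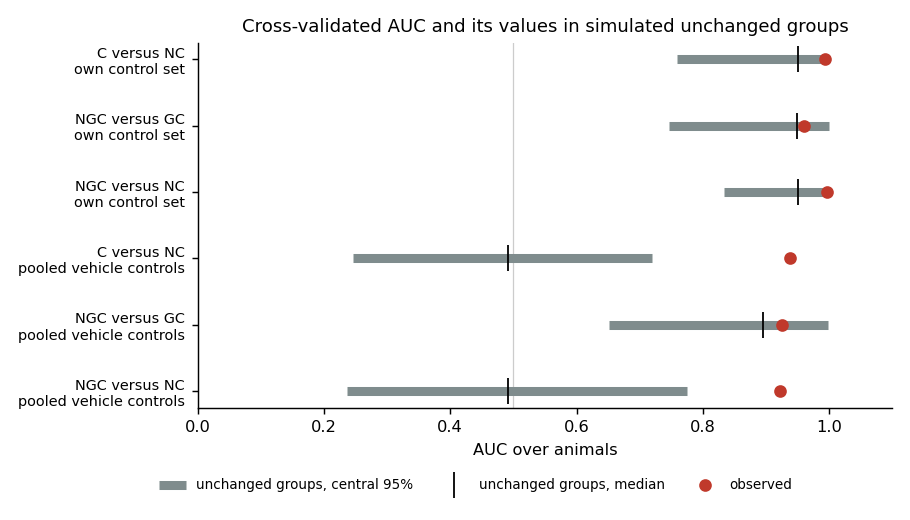
AUC over animals left out of training (x axis) for the 3 class contrasts with own control sets and with all controls of the vehicle (y axis); points are observed values, grey bars span the central 95% and black ticks the medians of 60 simulations of unchanged groups. Observed AUCs of 0.937 and 0.922 against NC with all vehicle controls lay above the bars, whose medians were 0.491, and the other 4 lay within them.

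The classifier trained on NGC and GC animals was applied to the undefined compounds. The mean score was 0.602 ± 0.070 (SD, n = 3) for CPA and 1.21 ± 0.18 (SD, n = 3) for Wy, with 3 of 3 animals on the NGC side in both. For TAA it was 0.329, with 2 of 3 animals on that side. The TAA animals scored 0.0312, -0.0648 and 1.019, so the SD exceeded the mean. With 10 analytes, all analytes or the random forest, 3 of 3 TAA animals lay on the NGC side (means 0.700, 0.752 and 0.291). The same held after centring (0.893) and in the series matrix (0.658). Against all vehicle controls it was again 2 of 3 animals (0.287), as it was without DHEA or ETH in training. Removing DMN from training, which left CIDB as the only GC compound, raised the TAA score to 1.11 and the CPA score to 1.13. No test was made on these scores. TAA and Wy were divided by control set 1, as were AA, DHEA, Mcarb and MPy among the NGC training compounds. Unchanged groups that shared a control set had a mean profile correlation of 0.548 in simulations. Shared control animals could therefore place TAA and Wy on the NGC side, and this was not tested for the scores. CPA was given in corn oil, as were both GC compounds, and against all vehicle controls its score was 0.206.

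Profiles of compounds of the same class had a mean correlation across analytes of 0.374 (30 pairs), and those of different classes 0.141 (36 pairs). The difference of 0.234 had an exact two-sided permutation p of 0.0020 over 2970 assignments. Analytes are not independent replicates, and compounds measured against the same controls share their chance values. The 11 pairs that shared a control set, all of the same class, had a mean correlation of 0.551, and unchanged groups simulated against the same controls gave 0.548 (central 95% 0.393 to 0.698). The 55 pairs without a shared control set had a mean of 0.186, against 0.00696 with unchanged groups (-0.0882 to 0.144). Of these, 19 pairs of the same class had 0.272 against 0.00452 (-0.192 to 0.236), and 36 pairs of different classes 0.141 against 0.00825 (-0.121 to 0.166). The difference of 0.131 had an exact permutation p of 0.0593. The 19 pairs were all of NGC compounds given in methylcellulose, since the only GC pair and the only NC pair shared a control set. Over all pairs the difference was 0.166 against all vehicle controls (exact permutation p 0.0162), 0.146 with Spearman correlations (0.0074), 0.233 after centring (0.0027) and 0.371 in the series matrix (6.7e-04), but none of these removes control animals shared by compounds. With unchanged groups the simulated difference over all pairs was 0.196 on average (central 95% 0.0203 to 0.430).

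Control animals were compared between the per-animal signals and the series matrix. Within each set the deviations of the 3 animals from their mean were correlated over analytes between both sources. Sets 1, 3 and 4 matched their own matrix columns with mean Spearman correlations of 0.798, 0.848 and 0.837. Animals labelled set 2 matched the matrix columns labelled set 5 (0.802), set 5 those labelled set 6 (0.845) and set 6 those labelled set 2 (0.854). With the columns of their own label they correlated at -0.001, 0.052 and 0.103. The control animals are called by the labels of the per-animal signals throughout.

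**Figure D4:**
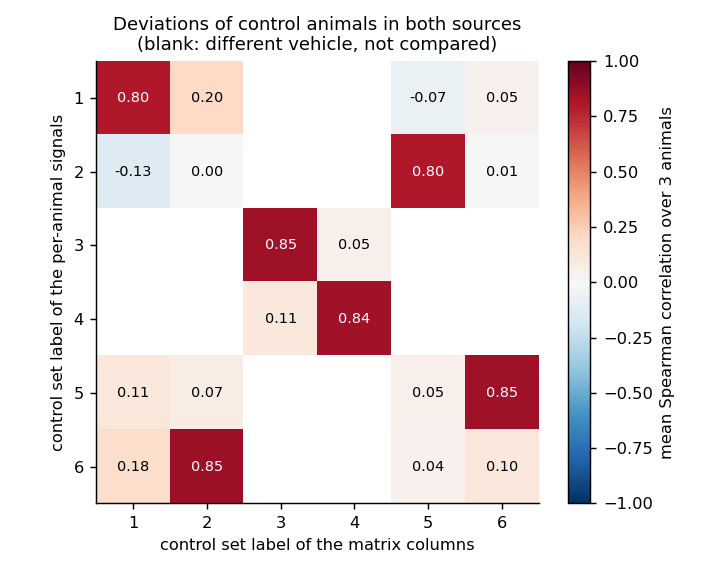
Mean Spearman correlation over 3 animals (colour and number) between deviations of control animals in the per-animal signals (rows, by labelled set) and in the series matrix (columns, by labelled set); blank cells pair different vehicles and were not compared. Sets 1, 3 and 4 matched themselves at 0.798 to 0.848, while sets 2, 5 and 6 matched another label at 0.802 to 0.854.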

Values the study reported

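The study profiled a selection of 158 proteins. Missing values accounted for approximately 1% of its protein data. Signatures that combined several molecular levels, or added cross-platform features, were reported to reach an AUC above 0.95 in every class contrast. For proteins alone, the study reported lower accuracy for C against NC, and a better result than its combined signature for NGC against GC. Classes from the protein signature were reported as inconsistent for some CPA and TAA samples. Its AUCs were averages over several classifiers, unlike the AUCs of the support vector machine here.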

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

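All alternatives in this part were chosen before any result was seen. Of the counts of calls per compound, 139 of 197 alternative values stayed within 1.5 times the reported count. Of the counts between control sets 65 of 84 did. Both shares include counts of 0 that stayed at 0, as for CFX, Nif and most control pairs. They therefore do not measure the stability of counts above 0 alone. For class contrasts this held for 17 of 63. Of the AUC values 10 of 18 moved by less than their SD, and of the scores of undefined compounds 29 of 48. For named analytes 337 of 464 values kept direction and side of the threshold, 97 lost the call, 20 gained it, 8 moved and 2 changed sign. Except where a sentence gives it, the cause was not tested.

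A fit on the 6 animals of a comparison, which has fewer animals to estimate the spread, gave 3 calls for CPA, 0 for DMN (limma; 9 at an unadjusted p below 0.05 in the fit of all animals), 3 for MPy, 1 for Mcarb and 24 for Wy. Median centring gave 5 for ETH, 1 for MPy, 1 for Mcarb, 2 for TAA, 23 for Wy, 1 between control sets 2 and 6, 2 between sets 5 and 6 and 3 over all pairs. With centring the classes had 0 calls by limma for C against NC (22 at an unadjusted p below 0.05), 4 for NGC against GC and 1 for NGC against NC. All controls of the vehicle as the reference gave 1 for AA, 5 for CPA, 26 for DHEA, 11 for ETH, 5 for MPy, 2 for Mcarb, 4 for PB, 18 for PBO, 8 for TAA and 22 for Wy. They gave 0 for C against NC (limma; 9 unadjusted), 3 for NGC against GC and 0 for NGC against NC (13 unadjusted), AUCs of 0.937 (C against NC) and 0.922 (NGC against NC), and a CPA score of 0.206. The series matrix gave 5 calls for DHEA, 1 for ETH, 1 for MPy, 5 for PB, 1 for TAA and 8 for NGC against GC, and scores of 1.05 for CPA and 1.00 for Wy. In the matrix STAT5A_P-Y694 reversed to -0.12 for NGC against NC, and was 2.14 for NGC against GC, in the same direction but not called. The matrix values named CDKN1B_P-S10 gave 1.34 for C against NC, but they correlated with the per-animal signal of that name at only 0.345, so this is not read as a reversal of that signal. Leaving out the dim analytes gave 6 for PBO, and imputation gave 0 for TAA (limma; 10 unadjusted without imputation).

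With the replicate number as a block, CPA had 4 calls, the class contrasts 2 (C against NC), 3 (NGC against NC) and 5 (NGC against GC), and PB 4. For the class contrasts it was fitted on animals together with the compound as a random block. PB and control set 6 share only a number, since animals of the same number correlated at 0.0328, 0.00721 and 0.0685. The block also took away the call of CYP2C8 in CPA and of CDKN1B_P-S10 in PB.

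Animals as independent units, which count each compound 3 times, gave 6 (C against NC), 10 (NGC against GC) and 11 (NGC against NC) calls, and the compound as a random block 2 (C against NC) and 8 (NGC against GC). Without division by controls the 3 contrasts had 0, 0 and 0 calls by limma, with 13, 8 and 13 at an unadjusted p below 0.05. A signature of 10 analytes gave AUCs of 0.974, 0.901 and 0.982 and a Wy score of 1.49. The random forest gave 0.886, 0.886 and 0.839, and scores of 0.236 for CPA and 0.349 for Wy. All analytes gave a CPA score of 0.803. The profile correlation over pairs not sharing a control set differed by 0.131 (exact permutation p 0.0593), with fewer pairs and no shared control animals, while the other 4 alternatives kept an exact permutation p of 0.0162 or less. No score changed its sign in any setting.

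Leaving out 1 animal at a time, counts ran from 9 to 13 for CIDB, 4 to 19 for CPA, 2 to 5 for DES, 3 to 10 for DHEA, 2 to 3 for DMN, 0 to 3 for ETH, 0 to 1 for Mcarb, 2 to 29 for PB, 5 to 14 for PBO, 0 to 6 for TAA and 8 to 14 for Wy, and stayed at 0 (limma) for AA, CFX, MPy and Nif, which had 5, 3, 13 and 4 analytes at an unadjusted p below 0.05 with all animals. Between control sets they ran from 0 to 2 (sets 2 and 6), 0 to 1 (3 and 4) and 0 to 1 (5 and 6), and over all pairs from 0 to 3. Extremes came without control animal 1 of set 4 (CPA 19) or animal 3 (CPA 4), control animal 3 of set 6 (PB 29), PB animal 3 (PB 2), control animal 7 of set 5 (PBO 5), control animal 5 of set 1 (DHEA 3), Wy animal 1 (Wy 8), DES animal 3 (DES 2) and ETH animal 2 (ETH 0). The remaining animal pair is then assumed to vary like the other groups. Leaving out 1 compound at a time, counts ran from 0 to 1 (C against NC), 0 to 6 (NGC against GC, highest without DMN, which left 1 GC compound) and 0 to 2 (NGC against NC), and scores from 0.494 to 1.13 (CPA), 0.350 to 1.11 (TAA) and 0.977 to 1.46 (Wy). Control pairs and pooled controls from the series matrix were not run. Dim analytes limit precision, since their signals followed the series matrix less closely (median correlation 0.687 against 0.904). Signal strength does not account for all low values, since 10 of the 29 analytes with a correlation below 0.6 were not dim, MAP2K1 (0.188) among them.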

Other observations

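Chosen only after the result was seen were the tests of other splits of the samples, of shared controls for the profile correlation, of the authors' normalization and of a mislabelled sample for the control sets, of whole-sample brightness and of a batch for the replicate numbers, and of exchanged names for CDKN1B.

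The share of values at or below 0 was 0.251%. That is lower than the value quoted from the study above. The shares are not of the same quantity, since the study judged a measurement missing from the signal of the secondary antibody alone, and whether the deposited RFI was corrected for that signal is not stated.

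Other splits of the samples do not exclude chance for any count of calls. With 3 animals against 3 there are 10 splits, so a share under 0.05 cannot be reached. The real split alone, 1 of 10, gave as many calls for CIDB, DES, DHEA, ETH, PB, PBO, TAA and Wy. For CPA, DMN and control sets 5 and 6 it was 2 of 10, and for AA, CFX, Mcarb, MPy, Nif and the other control pairs 10 of 10, their count being 0. The second DMN split gave 8 calls, more than the real one, and put DMN animal 1 with control animals 4 and 5. The second CPA split gave 9 calls; it put control animal 1 with CPA animals 1 and 3 and so did not part every same-numbered pair as the real split does. Among classes 7 of 66 (C against NC), 6 of 45 (NGC against GC) and 3 of 45 (NGC against NC) assignments gave as many, and other assignments gave up to 5, 9 and 5 calls against 1, 1 and 2.

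The high AUC with own control sets may reflect shared control animals. Both NC compounds had control set 2 and both GC compounds set 3, and unchanged groups simulated against these sets reached the observed AUC in 15% (C against NC), 43.3% (NGC against GC) and 15% (NGC against NC) of 60 simulations. With all controls of the vehicle the shares were 0% and 0% for the contrasts with NC, which argues against shared controls as the whole cause of those AUCs of 0.937 and 0.922. For NGC against GC the share was 45%, and vehicle stays open there, since both GC compounds were given in corn oil. A difference between classes, a difference between study batches of the NC compounds and the dosing times stay open as untested. The larger correlation of profiles within classes is likewise open to shared controls, as 30.6% of 500 simulations of unchanged groups had a difference as large. Pairs of the same class without a shared set correlated at 0.272, above the central 95% of unchanged groups (-0.192 to 0.236). Shared controls thus leave that correlation unexplained, but its difference of 0.131 from pairs of different classes had an exact permutation p of 0.0593. These same-class pairs were all NGC with NGC in methylcellulose, whereas pairs of different classes included GC compounds in corn oil. Vehicle therefore stays open for that difference.

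Control animals labelled sets 2, 5 and 6 matched other sets of the series matrix. A rescaling by the authors' normalization would leave each set closest to itself. The mean correlation of these sets with the columns of the same label was 0.0511, which argues against it. Exchanged labels are a candidate explanation: each of the 3 sets matched exactly 1 other label at 0.8025 or more. Within the matrix, ratios and labels went together for the 6 disputed compounds. CFX and Nif (label 2) had been divided by the animals whose matrix columns are labelled 2. The same held for DES, ETH and PBO (label 5) and for PB (label 6). This argues against the set labels of the per-animal control signals. It is not independent proof, since ratios and columns of the matrix come from the same source. Closeness of treated groups to control sets could not decide it. Only 1 of the 6 lay closest to the set the matrix points to and 0 to the set of their label, but 10 of 12 methylcellulose compounds lay closest to set 1 whatever their label. No biological explanation was tested. If the labels of the per-animal signals were the wrong ones, results for CFX, Nif, DES, ETH, PBO and PB could change. So could the class contrasts, AUCs, scores and profile correlations with own control sets, into which these compounds enter. Values against all methylcellulose controls do not depend on those labels.

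Treated animals with the same replicate number deviated together across compounds, with a mean correlation of 0.119 (permutation p 1e-05, the smallest that 100000 shuffles can give). Dim analytes are unlikely as the whole cause, since the correlation was 0.102 without them. Brightness of the whole sample was not decided: centring gave 0.1184, but a constant per animal hardly enters a correlation over analytes, whatever the cause. Control animals numbered 1 to 3 went with treated animals of their number at 0.0539 (permutation p 7.9e-04), which is consistent with a batch numbered like the replicates, such as an order of printing. The labels name no such batch, and no biological explanation was tested.

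The signal named CDKN1B_P-S10 followed the matrix values named CDKN1B at 0.964 over 45 treated animals, against 0.345 for its own name and 0.823 for the next highest pair of different names. In 9 control animals of sets 1, 3 and 4, which were not used to find this, the correlation was 0.8667 against -0.133 for the own name, consistent with 1 antibody signal named differently in both sources. Whether the names of both analytes were exchanged cannot be told apart, since the signal named CDKN1B was dim, with a median RFI of 0.112 against 2.21. The reverse pair correlated at 0.2018 in treated animals and at -0.45 in the 9 control animals, which goes against an exchange as far as a dim signal can show. Of all 158 analytes, 132 followed their own name best. No biological explanation was tested.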
